# HIF-Dependent *NFATC1* Activation Upregulates *ITGA5* and *PLAUR* in Intestinal Epithelium in Inflammatory Bowel Disease

**DOI:** 10.3389/fgene.2021.791640

**Published:** 2021-11-11

**Authors:** Evgeny Knyazev, Diana Maltseva, Maria Raygorodskaya, Maxim Shkurnikov

**Keywords:** intestinal bowel disease, hypoxia, cobalt, hydroxyquinolines, caco-2 cells, urokinase-type plasminogen activator receptor, disease markers, transcriptomics

## Abstract

Intestinal epithelial cells exist in physiological hypoxia, leading to hypoxia-inducible factor (HIF) activation and supporting barrier function and cell metabolism of the intestinal epithelium. In contrast, pathological hypoxia is a common feature of some chronic disorders, including inflammatory bowel disease (IBD). This work was aimed at studying HIF-associated changes in the intestinal epithelium in IBD. In the first step, a list of genes responding to chemical activation of hypoxia was obtained in an *in vitro* intestinal cell model with RNA sequencing. Cobalt (II) chloride and oxyquinoline treatment of both undifferentiated and differentiated Caco-2 cells activate the HIF-signaling pathway according to gene set enrichment analysis. The core gene set responding to chemical hypoxia stimulation in the intestinal model included 115 upregulated and 69 downregulated genes. Of this set, protein product was detected for 32 genes, and fold changes in proteome and RNA sequencing significantly correlate. Analysis of publicly available RNA sequencing set of the intestinal epithelial cells of patients with IBD confirmed HIF-1 signaling pathway activation in sigmoid colon of patients with ulcerative colitis and terminal ileum of patients with Crohn’s disease. Of the core gene set from the gut hypoxia model, expression activation of ITGA5 and PLAUR genes encoding integrin α5 and urokinase-type plasminogen activator receptor (uPAR) was detected in IBD specimens. The interaction of these molecules can activate cell migration and regenerative processes in the epithelium. Transcription factor analysis with the previously developed miRGTF tool revealed the possible role of HIF1A and NFATC1 in the regulation of ITGA5 and PLAUR gene expression. Detected genes can serve as markers of IBD progression and intestinal hypoxia.

## 1 Introduction

Some pathologic conditions, such as inflammatory bowel disease (IBD), including ulcerative colitis (UC) and Crohn’s disease (CD), are associated with pathological hypoxia (Taylor, 2018). UC affects only the colon, while CD affects both the small and large intestines. The exact pathogenesis of IBD is still unclear, but it is a complex pathology involving genetics, environment, microbiome, and immunome (Borg-Bartolo et al., 2020). Hypoxia leading to hypoxia-inducible factor (HIF)-signaling pathway activation is a common feature of inflammatory diseases, including IBD (Kerber et al., 2020). HIF-1*α* is protective in IBD models (Kim et al., 2021), and HIF-2*α* is essential in maintaining the immune response and regenerative capacity of the intestinal epithelium in IBD (Ramakrishnan and Shah, 2016). At the same time, HIF-2*α* but not HIF-1*α* constitutive activation leads to IBD development or exacerbation in colitis models (Xue et al., 2013; Solanki et al., 2019). HIF-1α activation in myeloid cells aggravates, and HIF-2α activation ameliorated IBD in murine models (Kim et al., 2018; Kerber et al., 2020). These results emphasize that the degree of hypoxia and HIF activation can lead to both adaptation and damage to the intestinal epithelium.

The human small intestine consists of crypts and villi, and the colon consists of crypts only. Crypts are invaginations aligned by intestinal stem cells, early progenitor transit-amplifying cells, and differentiating cells (Rangel-Huerta and Maldonado, 2017). The colon surface and small intestine villi are covered by specialized epithelium with differentiated cells, such as enterocytes and goblet cells (Singhal and Shah, 2020). The main enterocyte functions are to create a barrier between the external and internal environment and to provide regulated transport of substances between these environments (Schoultz and Keita, 2020). There is a unique oxygen gradient from the crypt to the intestinal lumen. Electron paramagnetic resonance oximetry revealed partial oxygen pressure (pO_2_) gradient from 59 mm Hg (8%) in the small intestine wall to 22 mm Hg (3%) at the villus apex and <10 mm Hg (2%) in the small intestinal lumen, whereas colon pO_2_ is 5–10 mm Hg near the crypt-lumen interface, and 11 (∼2%) and 3 mm Hg (∼0.4%) in the lumen of ascending and sigmoid colon, respectively (Singhal and Shah, 2020). Thus, intestinal cells exist under conditions ranging from mild to pronounced hypoxia, which leads to HIF stabilization and adaptation to hypoxic conditions (Pral et al., 2021). HIF stabilization in physiological hypoxia supports cell metabolism and barrier function of the intestinal epithelium (Glover et al., 2016).

Modeling of the human intestinal epithelium is possible with human colon adenocarcinoma cell line Caco-2 (Nikulin et al., 2018b). Undifferentiated Caco-2 (uCaco-2) cells actively proliferate, resembling intestinal stem cells, but contact inhibition stimulates differentiation and suppresses proliferation. Differentiated Caco-2 (dCaco-2) cells acquire enterocyte properties, such as cylindrical cell shape, formation of intercellular junctions and microvilli, specific enzyme and marker expression (Ding et al., 2021). Extracellular matrix can support cell attachment, proliferation, and differentiation (Mutsenko et al., 2017), and use of laminins specific for the intestinal basal membrane can bring the gut model properties closer to conditions *in vivo* (Nikulin et al., 2018a, 2019). Microfluidic devices with a culture medium flow that simulates blood flow create even more physiological conditions for the cell model (Samatov et al., 2016, 2017; Sakharov et al., 2019). Caco-2 intestinal model is suitable to study hypoxia effects (Maltseva et al., 2020; Nersisyan et al., 2021a). Small molecules can fit in the enzyme active center inhibiting its activity (Smirnov et al., 2011; Ivanenkov et al., 2015). Oxyquinoline derivatives can directly block the prolyl hydroxylase active center leading to HIF stabilization (Knyazev et al., 2019a; 2019b). Cobalt (II) chloride (CoCl_2_) also serves as a chemical hypoxia inductor by replacing Fe^2+^ ions in the prolyl hydroxylase active center, induction of ascorbate oxidation, and other potential mechanisms (Muñoz-Sánchez and Chánez-Cárdenas, 2019). Previously, we showed that chemical hypoxia models, induced by CoCl_2_ and OD, may serve as models of severe and mild hypoxia, respectively (Knyazev et al., 2021; Knyazev and Paul, 2021).

This work aimed to study the effects of chemical HIF activation on dCaco-2 and uCaco-2 cells as the intestinal model and compare observed changes with patterns in the intestinal epithelium of IBD patients to find hypoxic markers, relevant for IBD.

## 2 Materials and Methods

### 2.1 Cell Cultures and Treatments

Caco-2 cells were received from the Russian Vertebrate Cell Culture Collection (Institute of Cytology, Russian Academy of Sciences, St. Petersburg, Russia). The cells were incubated in Gibco minimal essential medium with L-glutamine, 20% Gibco FBS One Shot, and 1% Gibco Pen Strep (Thermo Fisher Scientific, United States ). The cells were seeded in the 6-well culture plates (TPP Techno Plastic Products AG, Germany) at a seeding density of 0.3 x 10^6^ cells per well and cultivated for 21 days to achieve cell differentiation, as previously published (Nersisyan et al., 2021a). On the last week of differentiation new portion of cells was seeded in the 6-well culture plates at the same seeding density and cultivated to 80% of confluence. The cell culture medium of differentiated and undifferentiated Caco-2 was replaced with either medium with 300 μM CoCl_2_, medium with 5 μM OD 4896–3,212 (ChemDiv Research Institute, Khimki, Russia), or fresh medium. OD stock solution was diluted in DMSO at 10 mM, so 0.5% DMSO was also added to CoCl_2_ and control medium, and cells were incubated 24 h before lysis for RNA and protein extraction.

### 2.2 RNA Extraction, Library Preparation and Sequencing

Cells were lysed in 700 μL of QIAzol Lysis Reagent (Qiagen, Hilden, Germany) with subsequent RNA extraction with miRNeasy Mini Kit (Qiagen) according to the manufacturer protocol, including on-column treatment with RNase-Free DNase Set (Qiagen). RNA was extracted in 30 μL of RNase-free water. RNA concentration was measured with NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific). A_260_/A_280_ and A_260_/A_230_ ratios were more than 2.0, and RNA Integrity Number (RIN) according to 2,100 Bioanalyzer with Agilent RNA 6000 Pico Kit (Agilent Technologies, Santa Clara, CA, United States ) was not less than 9.7 for all RNA samples.

Libraries for mRNA sequencing were prepared with TruSeq Stranded mRNA Library Prep (Illumina, San Diego, CA, United States) with 1 μg total RNA in three biological replicates for each condition. Library quality check was provided with Agilent High Sensitivity DNA Kit (Agilent Technologies). Sequencing with NextSeq 550 (Illumina) generated single-end 75-nucleotide reads. The sequencing data is available online in the Gene Expression Omnibus (GEO) with the accession numbers GSE186295 and GSE158632.

### 2.3 Sequencing Data Processing

The FASTQ file quality was assessed with FastQC v0.11.9 (Babraham Bioinformatics, Cambridge, United Kingdom). After adapter trimming with cutadapt v2.10 (Martin, 2011) reads were mapped on the reference human genome (GENCODE GRCh38.p13) with STAR v2.7.5b (Dobin et al., 2013). The count matrix was generated with GENCODE genome annotation (release 34) (Frankish et al., 2019). FASTQ files for intestinal cells in IBD and healthy control were downloaded from the online repository (E-MTAB-5464) (Howell et al., 2018). Differential expression analysis was performed with DESeq2 v1.28.1 (Love et al., 2014); false discovery rates (FDRs) were calculated by the Benjamini–Hochberg procedure. Differences were considered significant at FDR <0.05 and log fold changes modulo >1.0.

### 2.4 Gene Set Enrichment Analysis and Transcription Factors Search

Gene set processing and Venn diagram creation was made with jvenn tool (Bardou et al., 2014). Gene set enrichment analysis was performed using Fgsea package version 1.16.0 (Korotkevich et al., 2016). Gene sets were downloaded from Gene Set Enrichment Analysis (GSEA) site (http://www.gsea-msigdb.org), from The Molecular Signatures database (MSigDB 7.4) to assess the activity of hallmark gene sets (Subramanian et al., 2005; Liberzon et al., 2015). The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 (Huang et al., 2009) was used to reveal Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways activity (Kanehisa et al., 2021).

The previously developed miRGTF-net tool was used to find transcription factors regulating genes of interest (Nersisyan et al., 2021b). The publicly available datasets of RNA sequencing data for colorectal cancer were received from The Cancer Genome Atlas Program Colon Adenocarcinoma (TCGA-COAD) cohort (Cancer Genome Atlas Network, 2012).

### 2.5 Proteome

Differentiated Caco-2 cells after 24 h incubation with CoCl_2_ and control Caco-2 cells were lysed with ice-cold lysis buffer with 4% SDS and 0.1 M DTT in 0.1 M Tris-HCl (pH 7.6) and briefly sonicated on the ice with CPX 130 Ultrasonic Processor, 130 W, 20 kHz (Cole-Parmer Instruments, Vernon Hills, IL, United States ), 30 s in pulse regimen and 30% amplitude. Total protein concentration was measured with Pierce BCA Protein Assay Kit - Reducing Agent Compatible (Thermo Fisher Scientific). Tripsinized protein samples were analyzed with the Q Exactive HF hybrid quadrupole-orbitrap mass spectrometer with nano-electrospray ionization (nESI) source operated in the positive ionization mode (Thermo Fisher Scientific), the emitter voltage of 2.1 kV, the capillary temperature of 240 C. Progenesis IQ software (Waters Corporation, Milford, MA, United States ) was used to quantify protein levels with subsequent analysis with the SearchGUI v.3.3.1 software and the HumanDB database (UniProt Release 2018_05). Differential expression was assessed with the iBAQ algorithm using MaxQuant 1.6 software (Max Planck Institute of Biochemistry, Martinsried, Germany). Differences were considered significant at a fold change >2.0 and Student’s t-test *p* < 0.05.

## 3 Results

### 3.1 General Pattern of Expression Changes in Response to Cobalt (II) Chloride and Oxyquinoline Derivative Exposure in Differentiated and Undifferentiated Caco-2 Cells

There is no generally accepted list of genes that should respond to HIF activation in all cells and tissues, although some studies show common patterns (Benita et al., 2009). We performed an analysis of gene expression changes in dCaco-2 and uCaco-2 upon exposure to OD and CoCl_2_ as known activators of the HIF-signaling pathway. 

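The values given here come from the uCaco-2 part of this experiment, and the dCaco-2 libraries were not analysed here. uCaco-2 are undifferentiated, proliferating cells of Caco-2, a human colon adenocarcinoma line. The cells were exposed for 24 h to 300 μM CoCl2, to 5 μM OD or to neither, each with 0.5% DMSO, in 3 biological replicates per condition. The DMSO is given as stated, although 5 μM from the stated stock of 10 mM would by itself bring only 0.05%. Poly(A)-selected stranded mRNA libraries were sequenced with single-end reads. The authors trimmed adapters with cutadapt, mapped the reads on GRCh38 with STAR and deposited the number of reads counted on each gene symbol, without normalization. The paper's text does not name the counting tool, or how it treated strand and reads that fit several genes. Total counts per library ranged from 15998136 to 18298190 in control cells (median 16799125), from 16286502 to 24209427 with CoCl2 (median 20912201) and from 16387054 to 19623776 with OD (median 19385394). The table lists 60591 symbols, of which 24486 had no count in any library. In every condition each pair of replicates differed beyond the sampling noise, with a chi-square per degree of freedom between 1.82 and 3.32, so all 9 libraries were kept as separate replicates. The 50 most abundant genes took 21.7% to 22.4% of the counts with CoCl2, 16.1% to 16.2% with OD and 15.7% to 16.1% in control cells. The TMM factors of edgeR, which scale each library for such shifts in composition, were 0.770 to 0.795 with CoCl2, 1.14 to 1.15 with OD and 1.11 to 1.12 in control cells. The 15944 genes that passed edgeR's expression filter were tested by its quasi-likelihood test over all 9 libraries, with Benjamini-Hochberg adjustment. Differentially expressed genes were those with an adjusted p under 0.05 and a log2 fold change above 1 in size, the thresholds of the paper. In a principal component analysis of log2 CPM (counts scaled to a common library total by the TMM factors), the first component held 75.4% of the variance and set the CoCl2 libraries apart from the other 6, and the next held 17.3% and set the OD libraries apart from the control libraries.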

The total number of genes whose expression changed significantly in at least one experimental group was 7,180. 

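In uCaco-2 alone, 7779 genes were differentially expressed with CoCl2, OD or both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the threshold on the fold change, which moved this number most among the alternatives tried, 14769 genes had an adjusted p under 0.05 in at least 1 of the 2 comparisons. The paper's Table S1 lists 5430 genes for uCaco-2 with CoCl2 and 1627 with OD. The copy of that table used here held 1595 of the former and all 1627 of the latter. With DESeq2 on each treatment and the control libraries alone, the log2 fold changes of the listed genes differed from the paper's by at most 3.65e-05 with CoCl2 and 4.99e-06 with OD. Those fits called 7451 genes with CoCl2 and 2051 with OD, of which 5333 and 1597 were protein-coding. Limited to protein-coding genes, a choice made after seeing the values, they gave 6147 for either treatment. The 7779 genes are of every type and exceed the paper's total for all its groups. The paper's text does not say whether its tables were limited to protein-coding genes.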

The pattern of expression changes was similar in all treatments with a notably stronger effect of CoCl_2_ in both cell types, the most pronounced in uCaco-2 (Figure 1 and Supplementary Table S1).

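In uCaco-2, CoCl2 changed 6891 genes against control cells, 3167 upregulated and 3724 downregulated, and OD changed 2113 genes, 1449 upregulated and 664 downregulated, by edgeR's quasi-likelihood test. The direct comparison of CoCl2 with OD gave 6580 differentially expressed genes, 2790 higher and 3790 lower with CoCl2. Over all tested genes, called or not, the libraries of the groups compared did not overlap for 83.4% with CoCl2 and 68.0% with OD, where chance gives 10%. Over all tested genes, the change was larger in size with CoCl2 than with OD for 73.6%, and the median size of the log2 fold change was 0.86 with CoCl2 and 0.38 with OD, or 0.96 and 0.38 with library size as the only scaling. Scaling by library size without a composition factor shifted the median log2 fold change of all genes with CoCl2 to -0.55, from -0.049 with TMM. With that scaling, 23.9% of the genes called with CoCl2 were upregulated in place of 46%, and 18.3% of those called between CoCl2 and OD were higher with CoCl2 in place of 42.4%. Log2 fold changes with CoCl2 and OD had a Pearson correlation of 0.33 and a Spearman correlation of 0.31 across genes, which are not independent replicates, and 60.8% of the genes had the same sign. Both comparisons share the control libraries, and in 20 simulations of unchanged groups the correlation was 0.48 to 0.52 and the same-sign share averaged 66.4%. These simulated log2 fold changes were small, with an SD of 0.16 for OD against 0.77 observed with OD and 1.46 with CoCl2. With a different control library for each treatment, a test chosen after the result was seen, the Pearson correlation was 0.29 to 0.31. Of 1225 genes called in both comparisons, 983 changed in the same direction, where independent directions would give 634. With a different control library for each treatment, the signs of these same genes gave 983 or 984. That check cannot show how many genes separate controls would call, since the genes were chosen with all control libraries. Among called genes with a mean of at least 1 CPM and non-overlapping libraries, the largest rise with CoCl2 was that of HSPA6 on chromosome 1, which had 1 count in each control library and 2673 to 4025 counts with CoCl2, at least 1262-fold higher. By the fitted values CDKN2A-DT, IGHE, AC068946.3 and NR1H4 followed, each with no count in control cells. They were at least 60.2-fold, 55.6-fold, 51.8-fold and 38.1-fold higher with CoCl2. Their place above genes such as HSPA1A, with a log2 fold change of 7.26, rests on the fit and not on these bounds. The largest fitted fall among these genes with either treatment was that of MYBPH, from 40.1 ± 3.52 CPM (SD, n = 3) to 0.830 ± 0.342 with CoCl2 and 2.37 ± 0.270 with OD. PLCB2 was at least 16.8-fold lower with CoCl2 and C5orf66-AS1 at least 7.45-fold lower, and FAM131B and SOWAHA had log2 fold changes of -4.43 and -4.37. With OD, LGI4, AQP10 and LOX had the log2 fold changes 6.05, 5.00 and 4.69, TCAF2 was at least 11.9-fold higher and FBXO32 at least 11.0-fold higher. AC244502.1, DHRS2, H2BC5 and AL024508.1 had log2 fold changes of -4.05, -3.67, -2.59 and -2.57 with OD. Between the treatments, LINC02757 was at least 392-fold higher and AC008897.2 at least 35.0-fold higher with CoCl2, while TNNI2, LGI4, SOWAHA, SLCO2A1 and LGALS14 were lower with CoCl2, with log2 differences of -5.48, -5.29, -4.99, -4.91 and -4.82.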

**FIGURE 1:**
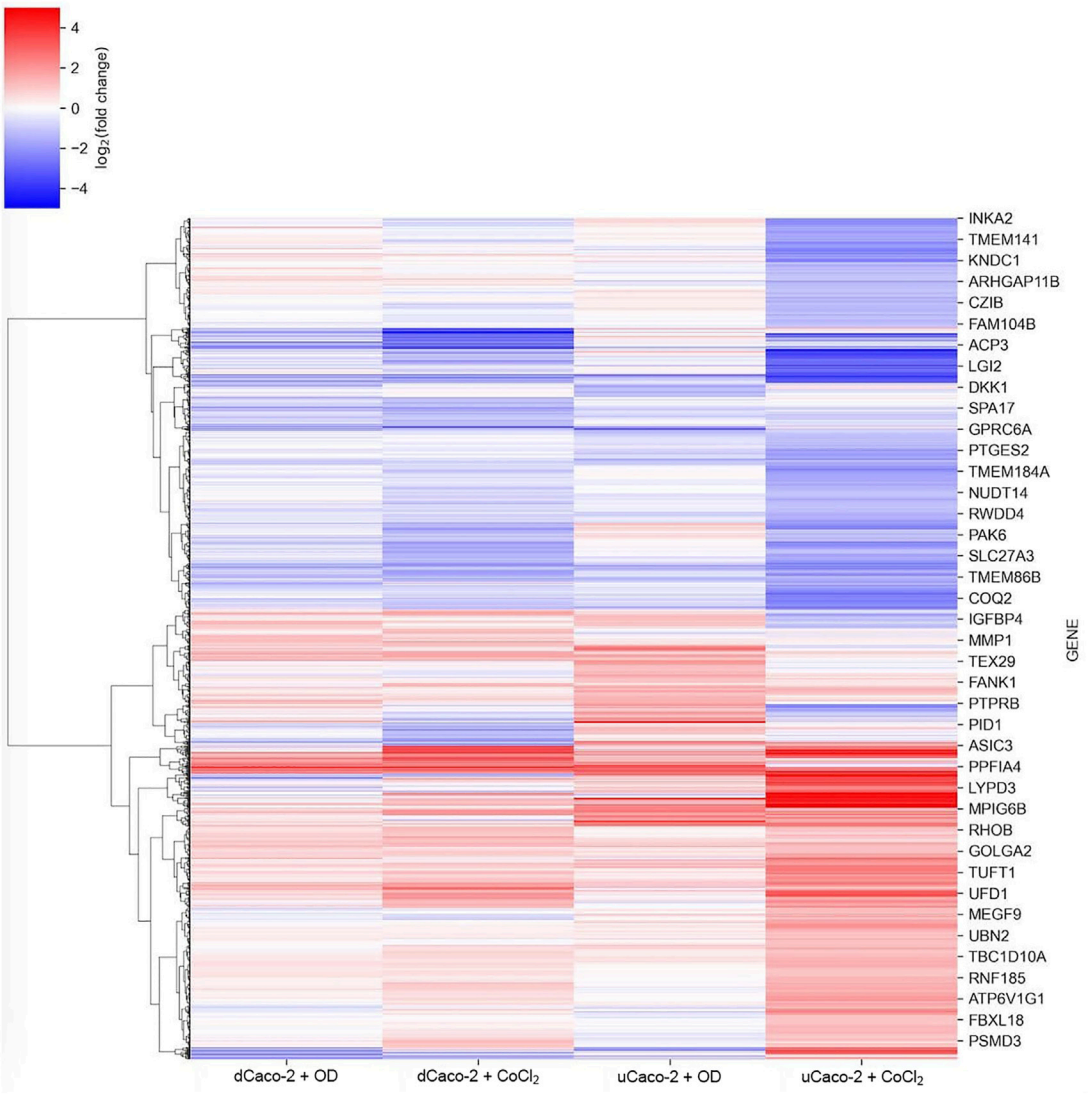
mRNA expression changes for differentiated Caco-2 (dCaco-2) and undifferentiated Caco-2 (uCaco-2) upon cobalt (II) chloride (CoCl_2_) and oxyquinoline derivative (OD) treatment. The heatmap includes genes with differential expression in at least one combination of cell line and treatment.

We performed gene set enrichment analysis to assess the activity of pathways and biological processes in Caco-2 cells upon HIF-pathway activation. We used hallmark gene sets from The MSigDB. Both OD and CoCl_2_ have activated HALLMARK_HYPOXIA Pathway in uCaco-2 and dCaco-2, confirming the activation of the HIF signaling pathway. Also, in all experimental settings except uCaco-2 OD stimulation, there was activation of the following pathways: HALLMARK_TNFA_SIGNALING_VIA_NFKB, HALLMARK_P53_PATHWAY, and HALLMARK_MTORC1_SIGNALING. It appears that activation of genes regulated by NF-kB in response to tumor necrosis factor *α* (TNFα) may indicate intersections between hypoxic and inflammatory effects of chemical HIF activators. 

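The hallmark sets were not used here, and a list of 31 hypoxia genes written by hand stood in for the pathway. Of these, 30 were tested in uCaco-2, and 20 of the 31 also belong to the core gene set, which the paper chose partly on these libraries. The median log2 fold change was 1.73 with CoCl2 and 2.04 with OD, and 24 of the 30 genes were called upregulated with each treatment. Both shifts passed limma's camera test, with Benjamini-Hochberg adjusted p of 4.83e-21 with CoCl2 and 7.4e-100 with OD. Both also passed the fry test and camera with an estimated correlation between genes, with adjusted p of 0.00382 and 0.000194 for the latter. Without the core genes, the alternative that moved the medians most, they were 0.66 with CoCl2 and 0.75 with OD. CA12 and AK4 were lower with CoCl2, and ADM was lower with OD. Gene by gene, 20 genes responded more strongly to OD and 9 to CoCl2 at an adjusted p under 0.05 in the direct comparison, and 22 and 4 with library size as the only scaling. The median difference of CoCl2 from OD was -0.43 on the log2 scale and did not pass camera (adjusted p = 0.265, from 3.05e-05 to 0.876 over the alternatives). It passed fry, and camera with library size alone, without a count filter and with DESeq2 on all 9 or on 6 libraries, each time with a negative median, so whether the list as a whole responded more to OD depended on the test and the scaling.

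**Figure D1:**
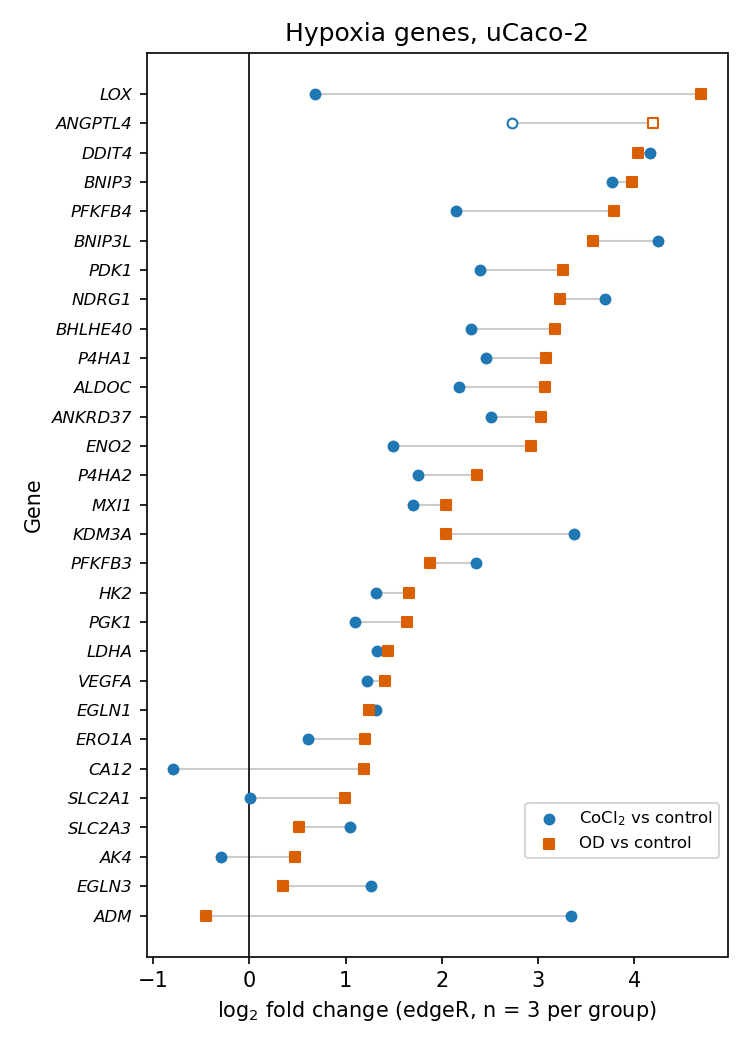
Log2 fold changes of 29 of the 30 tested hypoxia genes against control uCaco-2 (horizontal axis) for CoCl2 (circles) and OD (squares), from 3 libraries per group, with a line joining the values of each gene. Open symbols mark ANGPTL4, whose control libraries all had 3 counts or fewer. Values run from -0.79 for CA12 to 4.24 for BNIP3L with CoCl2 and from -0.46 for ADM to 4.69 for LOX with OD.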

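Short lists of target genes of these pathways, not the hallmark sets themselves, were tested in uCaco-2. The 19 tested NF-kB target genes had a median log2 fold change of 0.066 with CoCl2 (camera, adjusted p = 0.692), with 3 genes called upregulated and 4 downregulated. This median turned to -0.44 with library size as the only scaling, to -0.034 with upper-quartile factors and to -0.048 without CoCl2 replicate 3. With OD the median was 0.36 (camera, adjusted p = 0.0265), and ICAM1, BIRC3 and TNFAIP8 were upregulated. Of the 21 tested p53 target genes, 7 were upregulated and 4 downregulated with CoCl2, around a median of -0.058 (camera, adjusted p = 0.0265, upward), and CDKN1A had the largest log2 fold change of the list, 5.09. The p53 median with CoCl2 was -0.56 with library size as the only scaling, 0.0087 without CoCl2 replicate 3 and 0.0022 without control replicate 2. With OD the p53 median was 0.36 (camera, adjusted p = 0.0194), with CDKN1A at 2.98. With an estimated correlation between genes, neither the NF-kB shift with OD nor the p53 shifts passed camera, with adjusted p of 0.137 for NF-kB with OD and p53 with CoCl2 and 0.0783 for p53 with OD. The 21 mTORC1-induced genes had a median of 0.62 with CoCl2 (camera, adjusted p = 0.00107), with 8 upregulated and 3 downregulated, and it was 0.11 with library size as the only scaling. With OD their median was 0.73 (camera, adjusted p = 5.65e-18), and all 21 had a positive log2 fold change. Both mTORC1 shifts passed fry and camera with an estimated correlation, the latter with adjusted p of 0.0265 with CoCl2 and 0.000776 with OD. The direct comparison of the treatments gave adjusted p of 0.503, 0.315 and 0.503 for the NF-kB, p53 and mTORC1 lists by camera, which asks whether a list changed more than other genes. By fry, which asks whether a list changed in a net direction without regard to other genes, they were 0.000766, 1.54e-05 and 0.000766.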

CoCl_2_ and OD may activate apoptotic processes through genes involved in the p53 pathway and proliferation through genes upregulated through activation of the mTORC1 complex.

CoCl_2_ specifically activates the following pathways in both uCaco-2 and dCaco-2: HALLMARK_COMPLEMENT, HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY, HALLMARK_INFLAMMATORY_RESPONSE. It indicates activation of inflammatory response in Caco-2 cells, and reactive oxygen species can be generated in cells upon CoCl_2_ stimulation as a side effect apart from HIF stabilization (Muñoz-Sánchez and Chánez-Cárdenas, 2019).

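The lists tested here again stood in for the hallmark sets. The 20 antioxidant genes had a median log2 fold change of 1.57 with CoCl2 in uCaco-2 (camera, adjusted p = 3.4e-14), and 17 of them rose. The largest rises were those of FTL at 3.58, GCLM at 3.55, TXNRD1 at 3.26 and SRXN1 at 3.24, while TXNRD2 had a log2 fold change of -1.24. With OD the median was -0.015, with a sign that changed with the scaling (camera, adjusted p = 0.231), and no gene of the list was called, although 17 had an unadjusted p under 0.05, 9 of them higher and 8 lower. The difference between the treatments itself had a median of 1.27 (camera, adjusted p = 4.73e-13). With the estimated correlation its adjusted p was 0.0432, and that of the rise with CoCl2 was 0.0209. The 20 tested complement genes had medians of 0.11 with CoCl2 (camera, adjusted p = 0.161) and 0.14 with OD (camera, adjusted p = 0.0359). The call with OD was lost with the estimated correlation (camera, adjusted p = 0.137). The difference of the complement genes between the treatments did not pass camera (adjusted p = 0.675) but passed fry (adjusted p = 6.02e-05). Of these genes, 2 were called higher and 4 lower with CoCl2 than with OD. With DESeq2 the complement list passed camera with CoCl2, at a median of 0.11 on 6 libraries (adjusted p = 0.00832, from 3.77e-07 to 0.317 over the alternatives). With CoCl2, 5 complement genes were upregulated, C1S, CLU, CD59, CD55 and TIMP1, and 3 were downregulated, F7, PLAT and SERPING1. The complement median with CoCl2 turned to -0.39 with library size as the only scaling. Of 26 inflammatory response genes only 13 passed the expression filter, with medians of 0.0057 with CoCl2 (camera, adjusted p = 0.779) and 0.54 with OD (camera, adjusted p = 0.161). Among these, IL1A and CXCL8 rose most with CoCl2, by log2 fold changes of 4.34 and 3.13, and TNFRSF1B had a log2 fold change of -2.701. The inflammatory median with CoCl2 changed sign over the alternatives, with -0.50 for library size alone and 0.63 for DESeq2 on 9 libraries and all 26 genes, and the list passed camera or fry in none of them.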

### 3.2 Core Gene Set Responding to Chemical Hypoxia Simulation in Caco-2 Cells

The core gene set with the same expression change direction both for uCaco-2 and dCaco-2 upon CoCl_2_ and OD treatment included 184 genes, 115 upregulated and 69 downregulated (Figure 2 and Supplementary Table S2). 

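Of the 184 core genes, 181 were differentially expressed in the listed direction with both CoCl2 and OD in uCaco-2 by edgeR's quasi-likelihood test, 113 of the 115 upregulated and 68 of the 69 downregulated genes. The list was chosen partly on these libraries, so this count is not independent evidence. The other 3 genes missed the fold change threshold in 1 comparison each. TIAF1 and SEMA4B had log2 fold changes of 0.999 and 0.998 with OD, and GSTA2 one of -0.994 with CoCl2, all with an adjusted p under 0.05. The count was 184 with DESeq2 on each treatment and the control libraries alone, and 125, the lowest, when the test itself required a log2 fold change beyond 1 (glmTreat). In uCaco-2 alone, without the requirement on dCaco-2, 624 genes were upregulated and 359 downregulated by both treatments. In the control libraries, 6 of the 184 genes had at most 3 counts each, and 19 had a mean count under 20 over the 9 libraries. For 5 genes at least 25% of the exonic bases overlapped another gene, which limits what their counts can be assigned to.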

As for the complete list of differentially expressed genes, more pronounced expression changes were observed upon CoCl_2_ exposure, especially in uCaco-2 (Figure 3).

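In uCaco-2, the 115 upregulated core genes had a median log2 fold change of 2.26 with CoCl2 and 1.87 with OD, and the 69 downregulated genes one of -2.48 with CoCl2 and -1.39 with OD. The rise was larger with CoCl2 for 70 of the 115 upregulated genes and the fall for 63 of the 69 downregulated genes. In the direct comparison of the treatments by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 60 upregulated genes responded more strongly to CoCl2 and 39 to OD, and among the downregulated genes 51 responded more strongly to CoCl2 and 4 to OD. For the upregulated genes this order depended on the scaling, since with library size alone their medians were 1.76 with CoCl2 and 1.91 with OD and only 40 rose more with CoCl2. For the downregulated genes it did not, with medians of -2.99 and -1.35 and 67 larger falls with CoCl2. The median size of the change over the whole core set was 2.38 with CoCl2 and 1.54 with OD here, and in the paper's Table S2 it is 2.38 and 1.53 in uCaco-2 and 2.02 and 1.47 in dCaco-2.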

**FIGURE 2:**
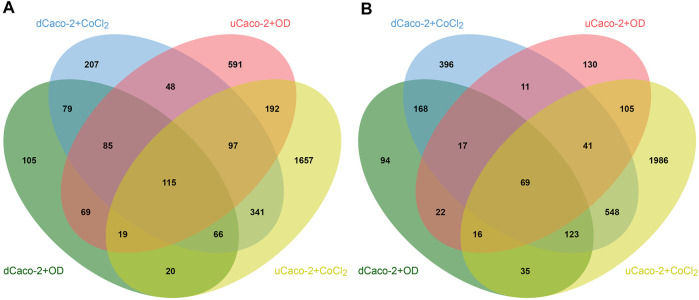
Intersections of differentially expressed genes in differentiated Caco-2 (dCaco-2) and undifferentiated Caco-2 (uCaco-2) upon cobalt (II) chloride (CoCl_2_) and oxyquinoline derivative (OD) treatment. **(A)**—upregulated genes. **(B)**—downregulated genes.

**FIGURE 3:**
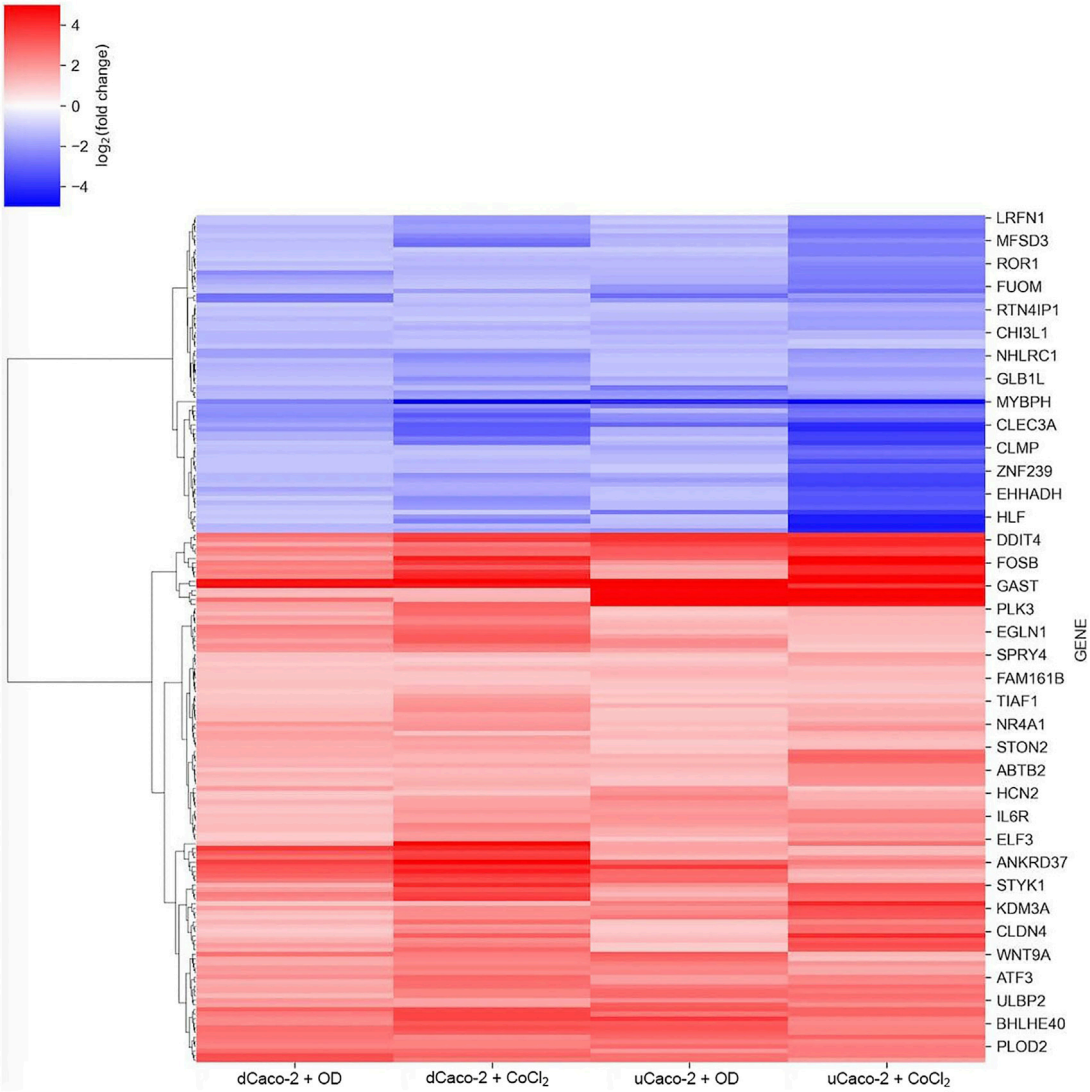
mRNA expression changes for the core gene set reacting to chemical hypoxia simulation in differentiated Caco-2 (dCaco-2) and undifferentiated Caco-2 (uCaco-2) upon cobalt (II) chloride (CoCl2) and oxyquinoline derivative (OD) treatment.

Enrichment Analysis of differentially expressed genes in both types of cells and both treatments using DAVID v6.8 revealed significant activation of the following KEGG pathways: Glycolysis/Gluconeogenesis (hsa00010), HIF-1 signaling pathway (hsa04066), Fructose and mannose metabolism (hsa00051), and Carbon metabolism (hsa01200), which is evidence in favor of an activation of the hypoxia signaling pathway and corresponding metabolic changes. This gene set was used as a possible HIF-associated pattern in intestinal cells exposed to hypoxia.

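Glycolytic enzymes were tested as a list of 18 genes, of which 6 belong to the core set and 5 also to the hypoxia list. The 17 tested in uCaco-2 had a median log2 fold change of 1.08 with CoCl2 (camera, adjusted p = 0.000231) and 0.70 with OD (camera, adjusted p = 3.97e-26). With CoCl2, 9 were upregulated and 3 downregulated, the latter being PFKL, PFKM and LDHB, and with OD 7 were upregulated and LDHB was downregulated. The shift with OD also passed camera with an estimated correlation (adjusted p = 0.0104), and the shift with CoCl2 did not (adjusted p = 0.189). Without the core genes the median with CoCl2 was 0.63 and no longer passed camera (adjusted p = 0.277). PFKL differed most between the treatments, with a log2 fold change of -1.96 with CoCl2 and 0.57 with OD. GAPDH had 48512 to 56257 counts in the control libraries and a log2 fold change of 1.74 with CoCl2 and 0.84 with OD. ALDOA had only 303 to 309 counts in the control libraries, and 42.8% of its exonic bases are shared with AC093512.2, which limits its log2 fold changes of 2.91 and 1.35.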

Proteomic profiling of dCaco-2 upon CoCl_2_ stimulation and in control conditions revealed 3,361 proteins, of them 209 were upregulated and 28 downregulated significantly (*p* < 0.05) after CoCl_2_ stimulation. Gene set enrichment analysis for these proteins have not revealed significantly activated pathways at FDR<0.05, but *p* < 0.05 without Benjamini-Hochberg adjustment was revealed for Ribosome (hsa03010) and Endocytosis (hsa04144) KEGG pathways, suggesting an effect of HIF activation on protein synthesis and nutrient transport. Of the 184 genes on the list of HIF-associated genes, a protein product was detected for 32 genes. Analysis of fold changes in proteomic and sequencing data confirmed a significant correlation between these indicators (Figure 4). Next, we compared this gene list with specific expression changes in the intestinal epithelium of IBD patients.

**FIGURE 4:**
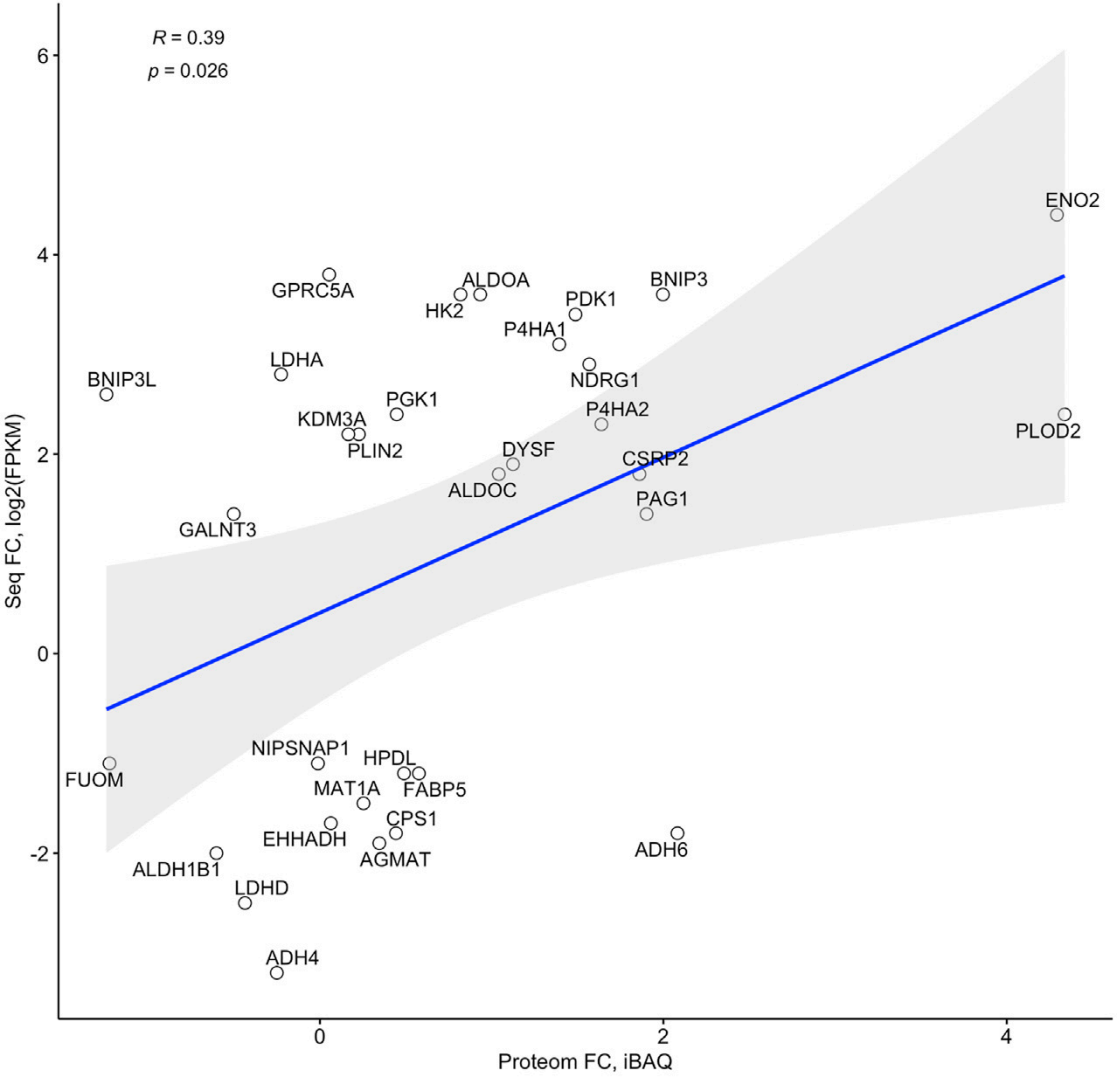
Correlation of fold changes in the RNA sequencing (Seq FC) and proteome (Proteom FC) data in differentiated Caco-2 (dCaco-2) upon cobalt (II) chloride (CoCl_2_) treatment.

### 3.3 Potential HIF-Associated Changes in Intestinal Epithelium of Patients With Inflammatory Bowel Disease

IBD includes CD, which affects both the small and large intestine, and UC, which affects the colon only. We performed an analysis of a publicly available RNA sequencing set of purified intestinal epithelial cells from pediatric biopsies including IBD and healthy controls (E-MTAB-5464) (Howell et al., 2018). We used the data on RNA expression in sigmoid colon of patients with UC and terminal ileum and sigmoid colon of patients with CD and individuals without IBD. Comparison of disease state with healthy control revealed the upregulation of 172 genes in sigmoid colon in CD, 476 genes in terminal ileum in CD, and 922 genes in sigmoid colon in UC. The downregulation was revealed for 7 genes in sigmoid colon in CD, 258 genes in terminal ileum in CD, and 42 genes in sigmoid colon in UC (Figure 5).

**FIGURE 5:**
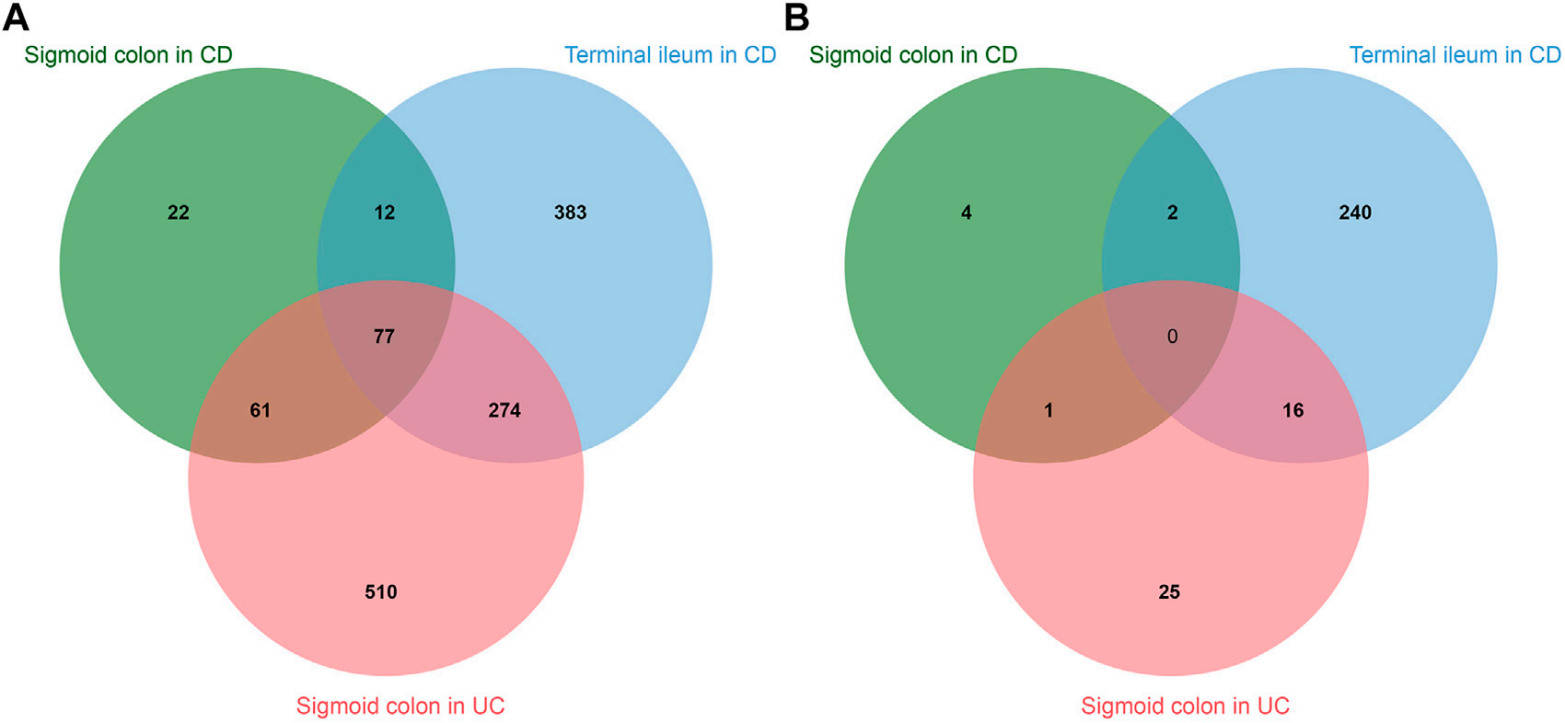
Intersections of differentially expressed genes in sigmoid colon of patients with Chron’s disease (CD), terminal ileum of patients with CD, and sigmoid colon of patients with ulcerative colitis (UC). **(A)**—upregulated genes. **(B)**—downregulated genes.

Gene Set Enrichment Analysis has shown activation of HALLMARK_INFLAMMATORY_RESPONSE in all groups and downregulation of HALLMARK_OXIDATIVE_PHOSPHORYLATION in sigmoid colon in UC and terminal ileum in CD, possibly indicating hypoxic response (Samanta and Semenza, 2017). The common gene set for all pathologies includes 77 genes with significant activation of the following KEGG pathways: Cytokine-cytokine receptor interaction (hsa04060) and Chemokine signaling pathway (hsa04062), which indicates the immune nature of IBD. Moreover, enrichment analysis revealed significant activation of the HIF signaling pathway in terminal ileum in CD and sigmoid colon in UC.

We analyzed the intersection of these IBD-associated genes with possible HIF-associated gene set from the experiment with chemical hypoxia models in Caco-2 cells. We noted upregulation of *ITGA5*, *MICB*, *PLAUR*, and *DYSF* and downregulation of *GSTA2*, *SLC2A2*, and *KDM8* in terminal ileum of patients with CD. Only two genes from Caco-2 experiment-derived gene set were also upregulated in sigmoid colon of patients with CD (*BHLHE40* and *PLAUR*), and eleven genes from this gene set were upregulated in sigmoid colon of patients with UC (*ITGA5, RNF183, BHLHE40, PLAUR, PFKFB3, FSCN1, SOCS3, RNF24, CSRP2, PIK3CD, DYSF*).

The only differentially expressed gene in all samples was *PLAUR*, which encodes the urokinase-type plasminogen activator receptor (uPAR) which may indicate its involvement in the course of IBD. The HIF signaling pathway according to gene set enrichment analysis was activated in terminal ileum in CD and sigmoid colon in UC, and their gene list share *ITGA5*, *PLAUR*, and *DYSF* genes.

### 3.4 Transcription Factors Regulating *ITGA5* and *PLAUR* Expression

As *ITGA5* and *PLAUR* genes are both upregulated in hypoxia model and IBD specimens and interact with each other to activate intracellular signaling (Smith and Marshall, 2010). 

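ITGA5 encodes integrin alpha 5 and lies on the minus strand of chromosome 12 of GRCh38, from 54395261 to 54419266. Its level in uCaco-2 was 22.0 ± 1.19 CPM (SD, n = 3) in control cells, 52.9 ± 1.40 with CoCl2 and 73.9 ± 4.42 with OD. The log2 fold change was 1.27 with CoCl2 (standard error 0.064, adjusted p = 1.63e-27 by edgeR's quasi-likelihood test) and 1.75 with OD (standard error 0.060, adjusted p = 3.44e-35). PLAUR encodes the urokinase-type plasminogen activator receptor and lies on the minus strand of chromosome 19, from 43646095 to 43670547. It was counted 30 to 50 times in the control libraries, 214 to 283 times with CoCl2 and 250 to 289 times with OD, and its level was 2.16 ± 0.472, 15.6 ± 0.882 and 12.7 ± 0.897 CPM (SD, n = 3). The log2 fold change of PLAUR was 2.84 with CoCl2 (standard error 0.130, adjusted p = 1.16e-29 by the same test) and 2.55 with OD (standard error 0.130, adjusted p = 1.98e-26). The order of the treatments for PLAUR changed with the scaling, since with library size alone its log2 fold change was 2.33 with CoCl2 and 2.59 with OD. For both genes every treated library lay above every control library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between 1.23 and 1.31 with CoCl2 and 1.70 and 1.81 with OD for ITGA5, and between 2.67 and 2.94 and 2.39 and 2.65 for PLAUR. With library size as the only scaling ITGA5 had a log2 fold change of 0.76 with CoCl2, under the threshold on the fold change, with an adjusted p of 4.28e-15 (from 1.25e-73 to 4.28e-15 over the alternatives). Of the 37 genes the paper names, 33 were tested, and 32 with CoCl2 and 29 with OD had an adjusted p under 0.05 over all genes tested, as did 32 and 29 adjusted over the list alone, which is not independent evidence because the paper chose many of them on these libraries. MICB, DYSF, RNF183, FSCN1, SOCS3, RNF24, CSRP2 and PIK3CD were upregulated by both treatments, with log2 fold changes of 1.45 to 3.16 with CoCl2 and 1.13 to 3.77 with OD. With library size alone FSCN1 had a log2 fold change of 0.95 with CoCl2, under the threshold. SLC2A2 and KDM8 were downregulated by both, and KDM8 with OD missed the threshold without control replicate 1 (-0.94). From the upregulation of ITGA5 and PLAUR in these cells and in IBD specimens and from their interaction, the paper goes on to search for transcription factors that regulate both.

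**Figure D2:**
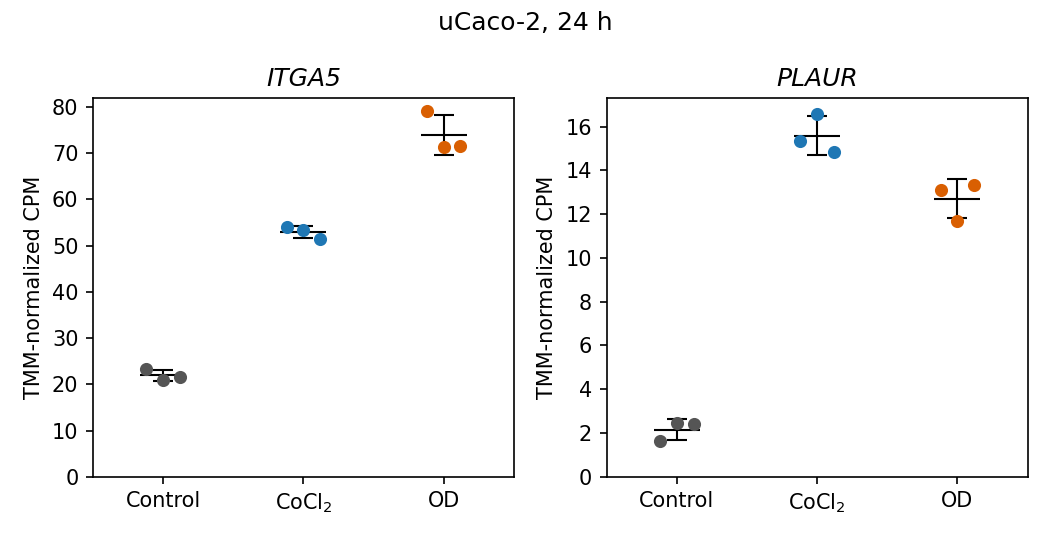
TMM-normalized CPM of ITGA5 (left) and PLAUR (right) in uCaco-2 after 24 h, by treatment. Points are the 3 libraries of each condition, horizontal bars the mean and vertical bars the SD. For both genes every treated library lies above every control library.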

We performed an analysis of potential transcription factors regulating both these genes with the previously developed tool miRGTF-net (Nersisyan et al., 2021b) and received 345 potential transcription regulators of *ITGA5* and *PLAUR*, including HIF1A and HIF3A. Next, we analyzed expression correlation for these transcription factors, *ITGA5*, and *PLAUR* in the mRNA-sequencing data of colorectal cancer samples from TCGA to find regulators which expression significantly correlates with both *ITGA5* and *PLAUR* in the samples of intestinal origin. *GRHL2* and *ZC3H8* have a negative correlation and *MSC*, *NFATC1*, *PRDM1*, and *SPI1* have a positive correlation with *ITGA5* and *PLAUR*. Of these transcription factors, all except SPI1 are regulated by HIF1A according to miRGTF-net. 

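NFATC1, on the plus strand of chromosome 18 of GRCh38 from 79395856 to 79529325, had few reads in uCaco-2. It was counted 4, 18 and 9 times in the control libraries, 15, 12 and 15 times with CoCl2 and 35, 34 and 28 times with OD. This corresponds to 0.534 ± 0.335, 0.883 ± 0.0833 and 1.53 ± 0.0524 CPM (SD, n = 3). With OD the log2 fold change was 1.48 (standard error 0.304, adjusted p = 2.21e-05 by edgeR's quasi-likelihood test), a fold change of 2.79, and all OD libraries lay above all control libraries (exact permutation test, two-sided p = 0.1). With CoCl2 it was 0.68 (standard error 0.363, adjusted p = 0.0788), a fold change of 1.60. The CoCl2 and control libraries overlapped (exact permutation test, two-sided p = 0.2), and the main fit did not call a change with CoCl2. With CoCl2 a single control library decided the call, since the log2 fold change was 1.27 without control replicate 2 (adjusted p = 0.00717, from 0.00717 to 0.656 over the alternatives) and 0.31 without control replicate 1. With OD it was 2.08 and 1.13 without these libraries. Among the other factors named, PRDM1 had a log2 fold change of 1.78 with CoCl2 (adjusted p = 4.3e-20 by the same test) and 0.27 with OD (adjusted p = 0.112). The latter ran from 0.135 to 0.451 with each library left out in turn (adjusted p from 0.0164 to 0.479). GRHL2 had a log2 fold change of -0.39 with CoCl2 (adjusted p = 1.15e-09) and 0.03 with OD (adjusted p = 0.601). ZC3H8 had one of -0.997 with CoCl2 (adjusted p = 5.75e-18), which passed the fold change threshold under several alternatives such as upper-quartile factors (-1.10), and -0.36 with OD (adjusted p = 8.69e-06). MSC had no count in any library and SPI1 had 1 count in all, so neither was detectable at this depth.

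**Figure D3:**
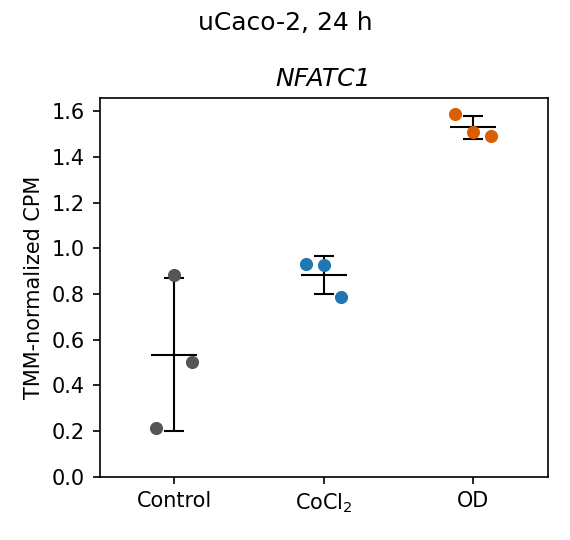
TMM-normalized CPM of NFATC1 in uCaco-2 after 24 h, by treatment. Points are the 3 libraries of each condition, the horizontal bar the mean and the vertical bar the SD. The control libraries ranged widely and overlapped those with CoCl2, and the OD libraries lay above all others.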

Only NFATC1 has a tendency to be upregulated in Caco-2 according to our RNA sequencing data: 1.6 times in dCaco-2 with OD and uCaco-2 with CoCl_2_, 1.9 times in dCaco-2 with CoCl_2_, and 2.9 times in uCaco-2 with OD, suggesting its possible role in *ITGA5* and *PLAUR* upregulation in hypoxia and IBD.

## 4 Discussion

There is no generally accepted list of genes that always reacting to HIF-pathway activation. Benita et al. have identified HIF-1-target genes combining genomic data from different experiments and found out core gene set of 17 genes that responded to hypoxia in all studied cell types (Benita et al., 2009). Of them, all genes responded to chemical HIF-stabilization at least in one type of cells and treatment options in our experiments, but only nine genes responded in both uCaco-2 and dCaco-2 upon CoCl_2_ and OD stimulation: *ANKRD37*, *NDRG1*, *PDK1*, *BNIP3*, *DDIT4*, *P4HA1*, *KDM3A*, *BHLHE40*, and *ALDOC*. 

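All 9 genes were upregulated in uCaco-2 by both treatments, and in each case every treated library lay above every control library. The paper chose these 9 genes partly on these libraries, for responding to both treatments, so the result is not independent evidence. The log2 fold changes ran from 2.17 for ALDOC to 4.16 for DDIT4 with CoCl2 (median 2.51) and from 2.04 for KDM3A to 4.04 for DDIT4 with OD (median 3.18). The largest adjusted p was 2.14e-17 with CoCl2 and 1.04e-22 with OD, both for ANKRD37 by edgeR's quasi-likelihood test, which had 16 to 18 counts in the control libraries. In the direct comparison, ANKRD37, PDK1, BNIP3, P4HA1, BHLHE40 and ALDOC responded more strongly to OD, and NDRG1, DDIT4 and KDM3A more strongly to CoCl2. For NDRG1 and DDIT4 this order depended on the scaling, since with library size alone NDRG1 had log2 fold changes of 3.19 with CoCl2 and 3.26 with OD, and DDIT4 3.65 and 4.08, while for KDM3A they were 2.87 and 2.08.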

Only nine genes from this core gene set were detected in proteomic data of dCaco-2 upon CoCl_2_ stimulation and five of them were differentially expressed on the protein level: NDRG1, PDK1, BNIP3, P4HA1, and ALDOC. Not all genes reacting to hypoxia have a HIF-binding site and some genes respond to HIF stabilization in specific cell sets (Benita et al., 2009). Hypoxia can induce gene expression not only directly through HIF, but also indirectly through regulation of microRNAs and transcription factors (Makarova et al., 2014). This makes it reasonable to search for a specific gene set responding to hypoxia in a particular cell type, as for the intestinal epithelium in our study.

CoCl_2_ and OD are known HIF inductors, acting through inhibition of HIF prolyl hydroxylases (Knyazev et al., 2021), so their effect on cells is regarded as a chemical model of hypoxia. Gene set enrichment analysis of differentially expressed genes in Caco-2 intestinal barrier model upon CoCl_2_ and OD exposure confirmed activation of hypoxia response and also an inflammatory response, proliferation, and apoptosis pathways, which are known effects of HIF activation (Corrado and Fontana, 2020).

Analysis of differentially expressed genes in the Caco-2 model of intestinal hypoxia revealed 115 upregulated and 69 downregulated genes. Enrichment analysis of this gene list confirmed HIF-1 signaling pathway activation and showed involvement of carbon metabolism and glycolysis/gluconeogenesis. HIF-dependent regulation of glycolytic, carbohydrate and fatty acid metabolism is a known process in the intestinal epithelium (Konjar et al., 2021).

Not always activation of a gene at the transcriptional level means activation at the translation level, so proteome data do not always correlate with transcriptomic data (Wang et al., 2019). We confirmed a significant correlation of gene expression at mRNA and protein level in Caco-2 cells exposed to CoCl_2_. It allows us to use RNA-sequencing data from the hypoxia experiment to search for HIF-dependent genes in samples of intestinal epithelium in IBD.

We searched for co-directed significant expression changes in the intestinal hypoxia model and intestinal epithelium in IBD. Possible HIF-associated gene list from Caco-2 model has seven genes in common with terminal ileum of patients with CD, two genes with sigmoid colon of patients with CD, and eleven genes with sigmoid colon of patients with UC. According to gene set enrichment analysis, the HIF signaling pathway was significantly activated in CD terminal ileum and UC sigmoid colon, which have three activated genes in common: *ITGA5*, *PLAUR*, and *DYSF*. *BHLHE40* was upregulated for sigmoid colon in both UC and CD. Only *PLAUR*, encoding uPAR, was activated in all three clinical specimen groups. Comparison of differentially expressed genes from the KEGG HIF-1 pathway for the Caco-2 model, CD terminal ileum and UC sigmoid colon revealed intersections, with the most prominent changes for *PFKFB3*, *TIMP1*, *ANGPT2*, *HK3*, *SERPINE1*, and *TLR4*.

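In uCaco-2, PFKFB3 had a log2 fold change of 2.36 with CoCl2 (standard error 0.048, adjusted p = 7.06e-49) and 1.88 with OD (standard error 0.047, adjusted p = 2.12e-42) by edgeR's quasi-likelihood test. TIMP1 had 3 to 8 counts per control library and rose by a log2 fold change of 1.12 with CoCl2 (adjusted p = 0.0232, and 0.00651 to 0.235 over the alternatives) and 1.69 with OD (adjusted p = 0.000199). The call of TIMP1 with CoCl2 was lost with DESeq2 (adjusted p = 0.114 on 9 libraries), with library size alone, without a count filter, in thinned counts and without control replicate 1, control replicate 2 or CoCl2 replicate 1, and the log2 fold change was 0.62 with library size alone and 0.80 without control replicate 2. ANGPT2 was upregulated with CoCl2, with 53 to 60 counts against 3 or 4 in the control libraries and a log2 fold change of 4.26 (adjusted p = 1.94e-18), but not with OD, where it had a log2 fold change of 0.50 (adjusted p = 0.449) and -0.033 without OD replicate 2. HK3 had at most 4 counts in any library and was not tested. TLR4 was under the expression filter, with 1, 0 and 0 counts in the control libraries, 3, 3 and 8 with CoCl2 and 9, 16 and 11 with OD, at least 1.66-fold higher with CoCl2 and 3.38-fold higher with OD.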

*BHLHE40* encodes Basic Helix-Loop-Helix Family Member E40 that is a stress-inducible transcription factor and is activated by HIF and p53, regulating cell survival and proliferation (Kiss et al., 2020). It is a part of core response to hypoxia gene set (Benita et al., 2009) and regulates inflammatory response in the IBD model (Yu et al., 2018). *DYSF* encodes dysferlin that is a type-II transmembrane protein and is expressed in various tissues, primarily in muscle, controlling membrane repair and vesicle trafficking (Barefield et al., 2021). Its role in IBD is unclear, but elevated levels have been found in the blood of patients with IBD (Ostrowski et al., 2019).

Gene encoding uPAR was upregulated in all IBD samples. The three domains of the uPAR molecule form a cavity for the ligand of this receptor, the urokinase-type plasminogen activator (uPA). In this regard, uPAR is one of the key regulators of pericellular proteolysis, participating in the extracellular matrix remodeling and cell migration regulation (Gorrasi et al., 2020). Extracellular matrix degradation by protease systems is increased in inflamed and damaged tissues, including in IBD, which is an important component of tissue repair control (Genua et al., 2015).

uPAR can interact with vitronectin and integrins, leading to intracellular signal activation and regulating cell proliferation and survival (Smith and Marshall, 2010). An interaction between purified uPAR and *α*5*β*1 integrin has been shown *in vitro* (Wei et al., 2005), with the D3 domain of the uPAR molecule possibly forming the integrin-binding site (Chaurasia et al., 2006; Tang et al., 2008). Co-immunoprecipitation of uPAR and integrin α5β1 has also been detected (Ghiso et al., 1999; Wei et al., 2001). uPAR enhances the binding of integrin α5β1 to fibronectin (Ghiso et al., 1999; Monaghan et al., 2004) and increases cell proliferation through integrin *α*5*β*1 signaling (Aguirre-Ghiso et al., 2001; Monaghan-Benson and McKeown-Longo, 2006). The complex of *α*5*β*1 integrin and uPAR can lead to activation of the epidermal growth factor receptor signaling pathway (Aguirre Ghiso, 2002; Liu et al., 2002). There was a significant increase in the expression of the *ITGA5* gene encoding integrin α5 in Caco-2 cells upon HIF stabilization, in terminal ileum in CD, and in sigmoid colon in UC, which together with the increased expression of uPAR may lead to increased signaling through these molecules.

The role of uPAR in the IBD pathogenesis remains unclear. uPAR is expressed in intestinal crypts in normal state and IBD, although no significant expression difference has been detected (Gibson and Rosella, 1996). The intestinal nerve tissue expresses uPAR in IBD, in contrast to the nerve tissue of the healthy intestine (Laerum et al., 2008). In an animal model of IBD, increased uPAR expression at the protein and mRNA levels was detected in intestinal tissue, and this increase was predominantly due to macrophages in the intestinal wall (Genua et al., 2015). In our experiment, we observed increased *PLAUR* expression in dCaco-2 and uCaco-2 cells as a model of intestinal epithelium upon hypoxia exposure and HIF activation. Howell et al. used magnetic bead sorting for the epithelial cell adhesion molecule to sequence intestinal epithelium in IBD and healthy control (Howell et al., 2018), indicating activation of uPAR expression specifically in the intestinal epithelium.

On the one hand, HIF-activated uPAR expression stimulates extracellular matrix degradation promoting epithelial barrier destruction and cell invasion in carcinomas (Büchler et al., 2009). On the other hand, the uPAR pathway is required for efficient epithelial wound repair by stimulating extracellular matrix remodeling and cell migration (Stewart et al., 2012). It is likely that just as varying degrees of hypoxia can both promote and impair gut barrier function, so varying degrees of uPAR activation can be both damaging and regenerative. Mice with uPAR knockdown were more susceptible to the development of IBD in an experimental model (Genua et al., 2015), which may indicate a protective role of uPAR during HIF activation and inflammation. The total level of uPAR increases in patients with IBD, but the level of membrane-associated uPAR decreases as proteolysis and accumulation of the soluble form of uPAR occurs, which does not perform its functions in the activation of intracellular signaling pathways (Genua et al., 2015) This is consistent with the elevated blood level of the soluble form of uPAR in IBD (Lönnkvist et al., 2011; Kolho et al., 2012). Thus, increased uPAR expression in the intestinal epithelium may be associated not with the destruction of the extracellular matrix and damage to the intestinal wall but rather with damage adaptation, stimulation of migration and proliferation to repair the epithelial layer through interaction with integrins. Pharmacological activation of the HIF-signaling pathway stimulated intestinal epithelium repair regulating integrin expression and function (Goggins et al., 2021).

HIF-1 activation can upregulate uPAR expression (Büchler et al., 2009; Nishi et al., 2016). Hypoxia also enhances the expression of *ITGA5* (Ju et al., 2017). We identified possible transcription regulators of *ITGA5* and *PLAUR* with the previously developed tool miRGTF-net (Nersisyan et al., 2021b). HIF1A and HIF3A are both transcription factors that can regulate these genes. Analysis of correlation of all detected transcription factors with *ITGA5* and *PLAUR* in the colorectal cancer samples from TCGA revealed six genes with significant correlation. Of these six genes, only *NFATC1* expression has a tendency to be upregulated in uCaco-2 and dCaco-2 upon HIF-pathway activation, suggesting its regulatory role, and *NFATC1* expression is regulated by HIF1A according to miRGTF-net. This suggestion is supported by NFATC1 activation in hypoxic conditions (Shin et al., 2015; Xiao et al., 2020).

## 5 Conclusion

Hypoxia is a common feature in IBD pathogenesis. Chemical hypoxia induction in the Caco-2 intestinal model with cobalt (II) chloride and oxyquinoline derivative revealed potential intestinal HIF-associated gene core. Of that gene core, *ITGA5* and *PLAUR* genes were also upregulated in intestinal epithelial cells in IBD, suggesting activation of tissue regeneration program upon HIF activation. HIF-dependent upregulation of transcription factor NFATC1 is a possible mechanism of *ITGA5* and *PLAUR* activation.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

How the deposited data were processed for this re-analysis (not part of the article)

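Messenger RNA was measured in uCaco-2 cells after 24 h with 300 μM CoCl2, 5 μM OD or neither, each with 0.5% DMSO, in 3 replicates per condition. The dCaco-2 libraries, the intestinal specimens, the proteome and the TCGA data were not analysed here.

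The authors checked read quality with FastQC, trimmed adapters with cutadapt, mapped single-end reads on GRCh38 with STAR and counted them on GENCODE genes. The deposited values are these raw counts per gene symbol, whole numbers without any normalization, with 1 column per library. All 9 columns carry the names of mapped samples, and 0 columns of samples were left unused. The paper's text does not name the counting tool, its strand setting or its handling of reads that fit several genes, so genes that overlap others or have near-identical copies are uncertain. The authors tested differential expression with DESeq2 at a false discovery rate under 0.05 and a log2 fold change above 1 in size.

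From these counts, edgeR 4.0.16 in R 4.3.3 computed TMM factors, its expression filter kept 15944 of 60591 symbols, and a robust quasi-likelihood fit over the 9 libraries with 1 mean per condition gave log2 fold changes, standard errors and p-values for 3 comparisons (CoCl2 and OD against control, and CoCl2 against OD), with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and a log2 fold change above 1 in size. CPM are counts scaled to a common library total by the TMM factors. Coordinates, gene types and GC content came from GENCODE release 44 on GRCh38, matched by symbol for 14225 of the tested genes (89.2%).

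Fold changes against a condition with at most 3 counts in each library are given as lower bounds against those 3 counts. Single genes also had an exact permutation test of log2 CPM, whose smallest two-sided p with 3 libraries against 3 is 0.1. Intervals and limits on counts cover counting error only, since PCR copies were not removed by molecular identifiers. At the depths of 15998136 to 24209427 counts per library, genes near 10 counts such as NFATC1 or TIMP1 carry standard errors of 0.304 to 0.464 on the log2 scale, against 0.060 to 0.064 for ITGA5.

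Gene lists were tested by camera of limma 3.58.1 with a correlation between genes of 0.01, with fry and an estimated correlation beside it. Benjamini-Hochberg adjustment ran over all lists, jointly for the comparisons with control and separately for the direct comparison. For the DESeq2 fits, camera stands for limma's cameraPR on signed z-values from the p-values, over genes without the expression filter. The hallmark and KEGG sets were not used here. Lists of hypoxia genes, glycolytic enzymes, NF-kB target genes, p53 target genes, mTORC1-induced genes, complement genes, antioxidant genes, inflammatory response genes, metallothioneins, DNA replication genes and mitochondrially encoded genes were written by hand before the data were examined, as were the design and the alternatives unless stated otherwise. Families of heat-shock genes and replication-dependent histone genes were added after the data were seen, each taken whole by symbol. They were adjusted together, apart from the other lists, again with the direct comparison on its own.

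The genes named in the text are those the paper names, members of the lists and the largest fitted changes of each comparison. The latter are 5 rises and 5 falls among called genes with a mean of at least 1 CPM and non-overlapping libraries. GAPDH, ALDOA, AC093512.2, MT-RNR1, MT-RNR2, HSPA1A, HSPA8, HSP90AA1, TIAF1, SEMA4B and the list members singled out were chosen after their values were seen. The values of 1 gene that the paper names are not reported here.

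The steps were tested on simulated data. With counts drawn from the real means and dispersions and 200 genes changed by known folds, the edgeR fit over 9 libraries recovered 191 of the 200 (95.5%) among 15439 genes, called 1 unchanged gene and gave no wrong sign. On 6 libraries it recovered 186, and DESeq2 1.42.0 recovered 185 on 9 libraries and 183 on 6. A list of raised genes passed camera and fry, and a list of unchanged genes passed neither. The simulated changes lay in few genes, with CoCl2 only, and well beyond the threshold on the fold change. The simulation therefore does not test the scaling under a broad shift or the calls near the threshold.

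The alternatives were a fit of each comparison on its own 6 libraries, DESeq2 on all 9 or on 6 libraries, RLE or upper-quartile factors, library size alone, no count filter, at least 10 counts in every library, the replicate number as a block, each replicate left out in turn, glmTreat against a log2 fold change of 1, the adjusted p alone, and counts thinned to the smallest library. Protein-coding genes only, DESeq2 on protein-coding genes only, DESeq2 on all genes of 6 libraries with only protein-coding genes listed, and removal of a GC trend by loess with a span of 0.3 were chosen after seeing the data.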

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

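The tests on scaling, on paralogs, on S phase and on mitochondrial ribosomal RNA were chosen only after the result was seen, as were the families of heat-shock and histone genes, and the tests on GC content were fixed before their own values were seen.

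A family that the paper's text does not name rose with CoCl2. In the core set 1 of its members is listed. Whether the paper's hallmark sets hold others was not checked, since those sets were not used here. The 35 tested heat-shock family genes (HSPA, HSPB, HSPD, HSPE, HSPH, HSP90, DNAJA and DNAJB) had a median log2 fold change of 1.49 with CoCl2 (camera, adjusted p = 2.33e-24), with 23 genes upregulated and 2 downregulated and the same median with HSPA6 at its bound, against -0.31 with OD (camera, adjusted p = 0.00753, which rose to 0.165 with an estimated correlation). The difference between the treatments had a median of 1.85 (camera, adjusted p = 1.89e-32), and 31 of the 35 genes were higher with CoCl2 than with OD. HSPA1A rose from 32.4 ± 2.26 to 4954 ± 245 CPM (SD, n = 3), HSPA8 had a log2 fold change of 2.53 and HSP90AA1 one of 2.24. A scaling factor moves every gene of a library alike, so as the whole cause it would leave this median in the middle of the other genes, but only 11.7% of them rose as far. With library size alone the median was 0.98, and after removal of the GC trend it was 1.55. Reads shared among the near-identical HSPA and HSP90 members would leave the rest of the family flat, but the 18 members outside these groups had a median of 1.34, with 13 positive. The levels of single HSPA members remain uncertain where their sequences are alike. A heat-shock response to CoCl2 that OD does not share may explain the pattern, as a hypothesis found and tested on the same libraries.

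Replication-dependent histone genes moved in opposite directions. Of 66 symbols of the family 24 were tested, and the median log2 difference of CoCl2 from OD was 4.77 (camera, adjusted p = 7.81e-09), or 3.69 with genes at 3 counts or fewer set to their bounds. With CoCl2 all 24 were upregulated (median 2.64, or 2.59 with bounds), and with OD 17 were downregulated (median -1.999, or -1.76 with bounds). The calls against control did not pass camera with an estimated correlation (adjusted p = 0.14 for each), while the direct difference did (adjusted p = 0.0299). Summed over the family, the level was 42.6 ± 2.32 CPM in control cells, 268 ± 18.4 with CoCl2 and 11.8 ± 1.28 with OD (SD, n = 3). Scaling as the whole cause was argued against in the same way, since 3.51% of the other genes rose as far as the median with CoCl2 and 0.358% fell as far as that with OD. With library size alone the medians were 2.13 and -1.96, and after removal of the GC trend they were 2.68 and -2.09. The summed counts, which do not depend on how reads are split among copies, changed by 2.66 and -1.85 on the log2 scale. A change in the share of cells in S phase could not be decided, because the 17 DNA replication genes had a median of -0.25 with CoCl2 with members going both ways. These mRNAs mostly lack a poly(A) tail and the libraries were poly(A)-selected, so a change in their polyadenylation, in their transcription or in the cell cycle may each lie behind the pattern, and no test here separates these.

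Mitochondrially encoded mRNAs also differed between the treatments. The median log2 difference of CoCl2 from OD over the 13 genes was 1.66 (camera, adjusted p = 3.54e-20), positive for all 13. With CoCl2 the median was 0.63 (camera, adjusted p = 0.000496, and 0.238 with an estimated correlation), falling to 0.13 with library size alone, and with OD it was -0.97 (camera, adjusted p = 3.97e-26), negative for all 13, with medians from -1.005 to -0.93 over the alternatives other than removal of the GC trend. Of the other genes, 4.66% fell as far with OD, which argued against scaling as the whole cause, and after removal of the GC trend the median was -0.92. A loss of mitochondrial transcripts of every kind with OD would lower the ribosomal RNAs too, but MT-RNR2 rose by a log2 ratio of 1.07, from 7745 ± 246 to 16251 ± 433 CPM (SD, n = 3), and MT-RNR1 by 2.13. An effect of OD on mitochondrial mRNA levels may be behind the fall, as a hypothesis, and a change in the tails that poly(A) selection captures was not tested.

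Of the 1225 genes called in both comparisons, 242 changed in opposite directions, 57 upregulated with CoCl2 and downregulated with OD and 185 the reverse. The direct comparison of the treatments tests this difference for each gene, and over the alternatives the number ran from 56 with glmTreat to 3079 without the fold change threshold. It was 369 with library size alone, so the number depends on the scaling. In fits on the 6 libraries of each comparison, 1 of the 10 splits, the real one, gave as many genes as the real grouping for each of the 3 comparisons (6474 with CoCl2, 1937 with OD and 6419 between the treatments). The other splits called 0 genes, with at most 12, 80 and 17 genes at an unadjusted p under 0.05 against 12867, 10699 and 13255 for the real split. A share of 1 in 10 is the smallest that 3 libraries against 3 allow.

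The hypoxia genes did not respond more strongly to CoCl2 than to OD, with a median difference of -0.43 on the log2 scale. A scaling that hides a stronger response to CoCl2 cannot be told apart here, because RLE factors, the only one of RLE, upper-quartile and library size scaling that raised the values with CoCl2 relative to OD, moved all genes by only 0.043 and gave a median difference of -0.39. Camera did not separate the treatments (adjusted p = 0.265), while it did with library size alone (adjusted p = 0.00541), without a count filter and with DESeq2, as did fry (from 3.05e-05 to 0.876 over the alternatives).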

How the results depend on the processing

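The protein-coding and GC alternatives were chosen only after the results were seen, and the rest were fixed earlier. Across 66 results for single genes, 1463 of 1508 values under the alternatives kept their direction and side of the threshold, 15 became weaker, 28 stronger and 2 reversed. Across the other 44 results 1034 of 1131 stayed the same. For the changes below the cause was not tested, except where the number of genes or libraries tested changed by construction. A count of genes was taken to stay the same within 1.5 times its value. By these measures none of the 110 results changed with RLE factors, although the counts themselves moved, from 664 to 648 genes lower with OD and from 242 to 233 in opposite ways, and TIAF1 and SEMA4B joined the core genes called in both comparisons.

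Apart from the core set, counts of genes moved most when the fold change threshold was dropped. The core set count of 181 became 125 with glmTreat, 140 with at least 10 counts in every library and 153 with library size alone. At the adjusted p alone the numbers were 13260 with CoCl2 (6441 higher, 6819 lower), 10466 with OD (5156 higher, 5310 lower), 13311 between the treatments (6416 higher, 6895 lower), 14769 for either treatment, 5878 changed the same way and 3079 in opposite ways. With glmTreat they were 965 with OD (720 higher, 245 lower), 409 the same way and 56 in opposite ways. With at least 10 counts in every library, which leaves fewer genes and removes those absent from a condition, they were 1134 with OD (803 higher, 331 lower), 520 the same way, 97 in opposite ways and 1827 higher with CoCl2 than with OD. With library size alone, 1833 genes were higher and 5839 lower with CoCl2, 1351 higher and 6026 lower with CoCl2 than with OD, and 369 changed in opposite ways. The number lower with OD was 429 on protein-coding genes only and 425 with DESeq2 on these, where 140 changed in opposite ways. With DESeq2 on all genes of 6 libraries and only protein-coding genes listed, 401 were lower with OD, 144 changed in opposite ways and 639 the same way. Without the count filter, 8957 genes were called with CoCl2 and 2650 with OD.

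Across the 9 fits that each left out 1 replicate, 6908 to 7207 genes were called with CoCl2 (3198 to 3363 higher, 3710 to 3846 lower), 2150 to 2274 with OD (1451 to 1590 higher, 677 to 735 lower) and 6572 to 6917 between the treatments (2796 to 2983 higher, 3776 to 3957 lower). For either treatment they were 7869 to 8172, for the same way 1008 to 1057, for opposite ways 226 to 253, and for the core set 172 to 181.

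In these fits NFATC1 with CoCl2 ran from 0.31 to 1.27, past the threshold without control replicate 2, and ANGPT2 with OD from -0.033 to 0.71, negative without OD replicate 2. List medians with CoCl2 ran from -0.048 to 0.084 for NF-kB target genes, -0.15 to 0.0087 for p53 target genes and -0.000351 to 0.21 for inflammatory response genes. The median of antioxidant genes with OD ran from -0.069 to 0.051, and each of these 4 medians changed sign. Without a change of sign, complement genes ran from 0.024 to 0.145 with CoCl2 and from 0.069 to 0.173 with OD. Inflammatory response genes with OD ran from 0.33 to 0.63.

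With library size alone, medians with CoCl2 turned to -0.44 for NF-kB target genes, -0.39 for complement genes and -0.50 for inflammatory response genes, antioxidant genes with OD to 0.026, HIF1A with CoCl2 to -0.31, and ITGA5 with CoCl2 fell to 0.76. The median of p53 target genes with CoCl2 was -0.56. DNA replication genes with CoCl2 became stronger at -0.76. With upper-quartile factors the medians were -0.034 for NF-kB target genes and -0.094 for inflammatory response genes with CoCl2, 0.017 for antioxidant genes with OD and -0.35 for DNA replication genes with CoCl2, now past the threshold.

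With 6 libraries per fit, antioxidant genes with OD stood at 0.00215 and inflammatory response genes with CoCl2 at -0.00726. With at least 10 counts in every library these were 0.010 and -0.036, and p53 target genes with CoCl2 were -0.086 and no longer called (adjusted p = 0.0703). In thinned counts, antioxidant genes with OD were 0.030. Without the count filter, DNA replication genes with CoCl2 were -0.31, inflammatory response genes with OD 0.44 and metallothioneins with OD 0.95, now called, and p53 target genes with CoCl2 -0.078 and no longer called.

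With DESeq2 on 9 libraries, p53 target genes with CoCl2 had a median of 0.00705 and inflammatory response genes, all 26 tested, one of 0.63, not called, and DNA replication genes (-0.23) and complement genes (0.14) with CoCl2 and antioxidant genes with OD (-0.00599) passed camera. With DESeq2 on 6 libraries these were -0.26, 0.11 and -0.00379. With only protein-coding genes listed after that fit, DNA replication genes (-0.26) passed and p53 target genes with CoCl2 (-0.021, adjusted p = 0.067) did not. On protein-coding genes with DESeq2, p53 target genes with CoCl2 stood at 0.037, and on protein-coding genes with edgeR the complement genes with OD (0.14) were no longer called (adjusted p = 0.0598).

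The test of the lists mattered as well. With an estimated correlation, camera no longer called NF-kB target genes (0.36), complement genes (0.14) and p53 target genes (0.36) with OD, or glycolytic enzymes (1.08), mitochondrially encoded genes (0.63) and p53 target genes (-0.058) with CoCl2. With fry, these lists were called in addition, at unchanged medians: NF-kB target genes (0.066), complement genes (0.11), DNA replication genes (-0.25) and metallothioneins (1.70) with CoCl2, and antioxidant genes (-0.015), DNA replication genes (-0.22), inflammatory response genes (0.54) and metallothioneins (0.85) with OD. Without the core genes, glycolytic enzymes with CoCl2 had a median of 0.63 and were not called.

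Replicate numbers did not pair the libraries, since deviations of same-numbered libraries had correlations from -0.00492 to 0.0376. With the replicate number as a block, 6901 genes were called with CoCl2, 2115 with OD and 6568 between the treatments. NF-kB target genes (0.36) and complement genes (0.14) with OD, each at an adjusted p of 0.0523, and p53 target genes with CoCl2 (-0.057, adjusted p = 0.28) were not called under the block.

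The depth limits genes of few counts. NFATC1, TIMP1 and ANGPT2 with OD have fewer than 20 counts in each control library. Among the single-gene results compared over the alternatives, their values moved most when a library was left out. The log2 fold change of TLR4, which the main fit did not test, moved further, from 3.11 to 5.47 with CoCl2 and from 4.07 to 6.44 with OD.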

Differences from the paper's values

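The 664 genes called downregulated with OD in uCaco-2 compare with the paper's 411 in Table S1. Of the alternatives set before the data were examined, the 6-library edgeR fit (585), DESeq2 on 9 libraries (610) and on 6 libraries (612), upper-quartile factors (595), library size alone (582) and at least 10 counts in every library (331) came within 1.5 times the paper's number, and RLE factors (648), no count filter (872), the replicate block (662), counts thinned to the smallest library (617), glmTreat (245), the adjusted p alone (5310) and each of the 9 fits without 1 replicate (677 to 735) did not. Protein-coding genes only (429), DESeq2 on protein-coding genes only (425) and DESeq2 on all genes of 6 libraries with only protein-coding genes listed (401), all chosen after seeing the values, came closest, and removal of the GC trend (698), also chosen after seeing the values, did not come within that range.

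The paper's total of changed genes over all its experimental groups, dCaco-2 included, is below the 7779 found here in uCaco-2 alone. Only glmTreat (5890) and at least 10 counts in every library (5234), and, chosen after seeing the values, protein-coding genes only (5926), DESeq2 on these (6295) and DESeq2 on all genes with only protein-coding genes listed (6147), gave a number below that total. The paper's text does not say whether its tables were limited to protein-coding genes. A test limited to them is argued against, since DESeq2 on protein-coding genes alone moved the log2 fold changes of the listed genes by a median of 0.058 with CoCl2, while DESeq2 on all genes of 6 libraries reproduced them within 3.65e-05. That fit called 7451 genes with CoCl2 and 2051 with OD, of which 5333 and 1597 are protein-coding, against 5430 and 1627 listed in the paper. Of the 1627 listed with OD, 1600 are protein-coding by symbol and 26 did not match the annotation, and 1590 of the 1597 are among them, so a limit on the listed genes may account for much of the higher number found here.

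The paper lists TIAF1, SEMA4B and GSTA2 in the core set, and they were not called in both comparisons here. All 3 were called by DESeq2 on each treatment with the control libraries alone, where the log2 fold changes were 1.02 and 1.01 for TIAF1 and SEMA4B with OD and -1.01 for GSTA2 with CoCl2. In the comparison that each gene had missed, they were also called by the 6-library edgeR fit, upper-quartile factors and library size alone. At least 10 counts in every library and thinned counts gave the same calls. Their calls in the other comparison are not given for these fits, and the whole core set counted 153 with library size alone. RLE factors and DESeq2 on 9 libraries called TIAF1 and SEMA4B with OD, and the fit without a count filter and that with the GC trend removed, the latter chosen after seeing the values, called GSTA2. DESeq2 on all genes of 6 libraries with only protein-coding genes listed, chosen after seeing the values, called SEMA4B and GSTA2. All 3 also had an adjusted p under 0.05 without the fold change threshold. Of the fits that left out 1 replicate, those without control replicate 1, without control replicate 2, without CoCl2 replicate 2, without OD replicate 1 and without OD replicate 2 called TIAF1 with OD, those without control replicate 1 and without OD replicate 2 called SEMA4B with OD, and those without control replicate 2, without control replicate 3 and without CoCl2 replicate 1 called GSTA2 with CoCl2.

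The paper's Table S1 lists TLR4 as upregulated in uCaco-2 by both treatments, and it fell under the expression filter here. It was called with log2 fold changes of 3.88 with CoCl2 and 4.92 with OD by DESeq2 on 6 libraries, 3.92 and 4.91 by DESeq2 on 9 libraries and 3.55 and 4.57 without a count filter, by 7 fits that left out 1 replicate, and by DESeq2 on protein-coding genes only and DESeq2 with only protein-coding genes listed, both chosen after seeing the values.

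The paper states that NFATC1 alone among 6 candidate factors tended upward in Caco-2. Here PRDM1 had a log2 fold change of 1.78 with CoCl2 in uCaco-2 (adjusted p = 4.3e-20 by edgeR's quasi-likelihood test), which differs. With OD the value was 0.27 (adjusted p = 0.112). It ran from 0.135 to 0.451 with each library left out in turn (adjusted p from 0.0164 to 0.479). Whether PRDM1 differs from the paper with OD therefore depended on single libraries, and dCaco-2 was not analysed here.

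The paper states that the NF-kB, p53 and mTORC1 pathways were activated in every setting but uCaco-2 with OD. The hand-written lists, which are not the sets the paper used, gave medians of 0.36, 0.36 and 0.73 with OD, all called by camera. With an estimated correlation camera did not call NF-kB (adjusted p = 0.137) or p53 (adjusted p = 0.0783) with OD, and with the replicate block it did not call NF-kB (adjusted p = 0.0523). Over the alternatives the adjusted p with OD ran from 8.49e-06 to 0.137 for NF-kB and from 2.68e-06 to 0.0783 for p53, so the difference from the paper depends on the test for these 2 lists. NF-kB target genes with CoCl2 had a median of 0.066 (camera, adjusted p = 0.692). The paper also states that CoCl2 activated the complement and inflammatory response sets specifically. The lists here gave medians of 0.11 and 0.0057 with CoCl2, neither called by camera, and 0.14 and 0.54 with OD, the former called. Camera lost the complement call with OD with an estimated correlation (adjusted p = 0.137) and with the replicate block (adjusted p = 0.0523). The complement list with CoCl2 was called by camera with DESeq2 on 9 libraries (0.14) and on 6 libraries (0.11), and by fry. The NF-kB list with CoCl2 was called by fry alone, and the inflammatory list with CoCl2, with medians of -0.50 for library size alone and 0.63 for DESeq2 on 9 libraries, by none of the alternatives.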

Other observations

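The removal of the GC trend was chosen only after the results were seen, and the other tests were not.

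HIF1A mRNA had a log2 fold change of 0.19 with CoCl2 (adjusted p = 7.31e-05) and -0.54 with OD (adjusted p = 6.89e-17) by edgeR's quasi-likelihood test, and with library size alone the value with CoCl2 was -0.31. EPAS1, which encodes HIF-2 alpha, had log2 fold changes of 1.30 with CoCl2 and 1.11 with OD, and HIF3A -1.61 with CoCl2 (adjusted p = 5.87e-13) and -0.33 with OD (adjusted p = 0.0265). All 6 treated-against-control comparisons had non-overlapping libraries (exact permutation test, two-sided p = 0.1 each, the smallest that the design allows). With library size alone EPAS1 with CoCl2 was 0.80. With each library left out in turn, HIF3A with OD had an adjusted p of 0.0138 to 0.132, above 0.05 without control replicate 1, control replicate 3 or OD replicate 1.

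Metallothioneins, a metal-responsive family, had only 3 of 8 members tested, MT1F, MT1X and MT2A. Their median log2 fold change was 1.70 with CoCl2 and 0.85 with OD, the latter 1.39 without control replicate 3, and 3 of 3 were higher with each treatment. Camera did not call the list (adjusted p = 0.337 and 0.262), and the difference between the treatments, with a median of 0.85, was not called by camera either (adjusted p = 0.675), while fry called each (adjusted p = 0.000166 with CoCl2, 0.00217 with OD and 0.00454 for the difference).

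DNA replication genes had medians of -0.25 with CoCl2 and -0.22 with OD, with 11 of 17 negative in each (camera, adjusted p = 0.0649 and 0.302), and no gene was called with OD, where 6 were higher and 11 lower at an unadjusted p under 0.05. TYMS, GINS1, GINS2 and CDC45 were downregulated with CoCl2, and RRM2 rose by 0.71 on the log2 scale.

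Across protein-coding genes, the log2 fold change had a Spearman correlation with GC content of -0.15 with CoCl2 and 0.17 with OD. After removal of a GC trend from each library these were -0.00824 and 0.00504, and NFATC1 with CoCl2 then had a log2 fold change of 0.98 (adjusted p = 0.0113), still under the fold change threshold. This alternative was chosen after seeing the data, and genes are not independent replicates.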
